A study of Mus musculus with 2 samples.

How the data were processed

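The study profiled mouse pancreatic tumours by droplet-based single-cell RNA-seq, in 1 library from control mice and 1 from mice with Porcn deleted under Csf1r-Cre. Per the labels' protocols, KPC pancreatic cancer cells were implanted orthotopically and tumours were taken at day 21. For each genotype the tumours of 5 mice were pooled. They were digested with collagenase V at 1.5 mg/mL and DNase I at 0.1 mg/mL for 30 min at 37 °C. Red cells were then lysed and live cells enriched. Libraries were made with a 10x Genomics 3′ kit and sequenced on an Illumina instrument, again per the labels' protocols.

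The deposited matrices held counts of unique molecular identifiers (UMIs) per gene and cell barcode, without normalisation, written by Cell Ranger 8.0.0 per the file headers. Each matrix listed 32285 genes. The control matrix held 13766 barcodes and 173934025 UMIs, and the knockout matrix held 12251 barcodes and 137527647 UMIs. The files named no genome build. Gene identifiers were matched to GENCODE M21 on GRCm38, where 32158 of the 32285 were found, 31379 of them with the same symbol. Gene positions given here come from that match.

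Cells with at least 500 genes and at most 15% mitochondrial UMIs were kept, which passed 11664 control barcodes (84.7%) and 10808 knockout barcodes (88.2%). Doublets were called in each library by Scrublet, as run through scanpy 1.11.5 with an expected rate of 0.08, and removed. It called 148 doublets in the control library (1.27%) and 341 in the knockout library (3.16%), so 11516 and 10467 cells were kept. Median depth was 12167.5 UMIs and 3609.5 genes per kept control cell, and 10109 UMIs and 3063 genes per kept knockout cell. Counts were normalised to 10000 per cell and log-transformed. The 2000 most variable genes were scaled to a maximum of 10, reduced to 30 principal components and joined in a graph of 15 neighbours. Leiden clustering at resolution 1 ran for 2 iterations with seed 0. Leukocyte clusters were then clustered again in the same way. No batch correction between the libraries was applied. Other tools were python 3.11.15, anndata 0.12.19, scikit-learn 1.9.0, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9.

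Clusters were named from marker lists of 21 cell classes. The marker genes were chosen before the data were examined, as were the cell filter, the gene lists, the rule for naming genes and most of the alternatives. The scoring of markers was set after the clusters had been seen. Each marker was placed between the lower 25th percentile of clusters and the highest cluster on log2 of its count per 1000000 UMIs (CPM) plus 10, and a class score was the mean over its markers. A marker counted as detected with a UMI in at least 10% of the cluster's cells and at least 2 times the level of the 25th percentile, and a class needed 3 detected markers. Top genes were ranked by fold against clusters of other classes, among genes with a UMI in at least 25% of the cluster's cells. A cluster stayed unnamed when its 10 leading genes held more markers of another class, or when its leading 50 genes held no marker of its class. It also stayed unnamed when no marker was among the 10, its score was under 0.5 and another class scored within 0.05. Low-depth clusters without a leading marker stayed unnamed too. Class names are written with the ending "-like". Naming markers are not reported as results of their own class without saying so.

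With 1 pooled library per group there were no replicates, so no test between the groups, no p-value and no count of changed genes is given. Class shares are percentages of kept cells with exact Clopper-Pearson intervals. UMI sums per class have exact Poisson intervals, and ratios of 2 sums have exact conditional intervals. All intervals are at 95% and cover counting error only, not the spread between mice or libraries. For a count of 0 the floor was 3 counts of the total. Marker shares in the T-like class were taken after thinning each cell to 1000 UMIs, and cells with fewer UMIs were left out. A further marker share of that class is not reported here.

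Gene values were UMIs summed over the cells of a class in a library, as CPM of that class. Log2 ratios of knockout over control used a pseudocount of 1 UMI. Classes with at least 100 cells in each library were compared, which left the epithelial/tumour-like, fibroblast-like, monocyte/macrophage-like, neutrophil-like and T-like classes. A list's value was the median log2 ratio of its genes with at least 20 UMIs, for lists with at least 3 such genes. It was placed among 10000 random lists of the same size, matched on expression in 20 bins. The percentile describes these 2 libraries and is not a test between genotypes. The 20 lists covered Wnt ligands and Wnt target genes, interferon gamma and type I interferon responses, MHC class I and MHC class II. They also covered M1-type and M2-type macrophage genes, T cell cytotoxicity, exhaustion and naive genes, dendritic cell maturation, T cell attracting chemokines and proliferation. The rest were myofibroblastic and inflammatory fibroblast genes, hypoxia, dissociation stress, Xist with Tsix, and Y-linked genes.

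Genes were named by a rule. In each compared class these were the 5 with the highest and the 5 with the lowest log2 ratio, among genes with at least 100 UMIs and a UMI in at least 5% of the class's cells in a library. Mitochondrial, ribosomal, haemoglobin, sex-linked and variable receptor genes were left out. So were genes whose level in the class was under 10% of that in another class of the same library, a level at which free RNA or doublets suffice. Unnamed clusters were not among these other classes, so the free RNA rule does not cover their RNA. Porcn, Csf1r, the Wnt ligands and the genes of the lists were named besides.

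The intervals and the list percentiles were tested on simulated data, drawn as Poisson counts at the genes' own levels and the classes' own depths, with 200 genes changed by 1 on the log2 scale in either direction. In the monocyte/macrophage-like class the 95% intervals covered the true ratio for 95.8% of 10054 genes. In the T-like class they covered it for 96.7% of 11255 genes. The median size recovered on the log2 scale was 0.98 in the first and 1.00 in the second. Of the changed genes with over 100 UMIs, 98.4% and 84.0% had intervals that excluded 0. Of the random lists without change, 5% and 4% fell outside the middle 95%. The draws followed the same Poisson model that the intervals assume, so this checks the calculation only. It does not show that the intervals hold where a gene's UMIs lie in few cells, as for Ins2, with 99.3% in 6 cells.

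Alternatives changed the cell filter (at least 200 genes and at most 25% mitochondrial UMIs, or at least 1000 genes and at most 10%), kept the doublets, or used Leiden resolution 0.5 or 2. Others named each cell from its own markers, clustered each library alone, or took leukocytes as the denominator. T cell markers were also read after thinning to 2000 UMIs and without thinning. Gene values were also scaled by the median gene ratio or averaged over cells, with a pseudocount of 0.1 UMI or a minimum of 100 UMIs. A pair of alternatives for the epithelial/tumour-like class was added after seeing the data. The first left out a small duct-like cluster, and the other added the unnamed clusters with tumour markers. No data on single mice were used here, since the labels map no cell to a mouse.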

Results

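Cells of orthotopic pancreatic tumours were profiled by single-cell RNA-seq in control mice and in mice meant to lack Porcn in Csf1r-expressing myeloid cells. The KPC tumours grew from implanted mouse pancreatic cancer cells. Porcn encodes the enzyme that modifies Wnt proteins so that they can be secreted, and the comparison asks how the tumour's cells change when myeloid cells cannot secrete Wnt. Each group had 1 library made from the pooled tumours of 5 mice, so there were no replicates and the spread between mice is unknown. Every difference given here lies between 2 libraries. The control library held 173934025 UMIs over 13766 barcodes, of which 11516 cells were kept. The knockout library held 137527647 UMIs over 12251 barcodes, of which 10467 cells were kept. Intervals in parentheses are exact 95% intervals and cover counting error only.

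The first comparison asked whether the deleted gene showed the genotype. Porcn (ENSMUSG00000031169, chromosome X, 8193848 to 8206525 on GRCm38) had 6 UMIs in 500 control monocyte/macrophage-like cells and 3 UMIs in 556 knockout cells. These were 2.70 CPM, UMIs per 1000000 UMIs of the class (0.992 to 5.88) and 1.07 CPM (0.222 to 3.14). Their ratio was 0.398 (0.0644 to 1.86), so a loss of Porcn in this class was neither shown nor excluded. Transcripts of a recombined Porcn allele can also still be counted by 3′ reads. Neutrophil-like, cDC1-like and cDC2-like cells had 0 Porcn UMIs in each library. The neutrophil floor of 3 counts was 3.74 CPM in control and 6.50 in knockout. The Cre driver gene Csf1r (ENSMUSG00000024621, chromosome 18, 61100598 to 61132149) is also a marker of the class. It stood at 244 CPM (224 to 266) in control and 271 CPM (252 to 291) in knockout monocyte/macrophage-like cells. Over all kept cells Porcn fell from 7.18 CPM (6.78 to 7.60) to 4.93 CPM (4.55 to 5.33), a ratio of 0.686 (0.622 to 0.756). Averaging over cells moved this ratio most, to 0.624. Most Porcn UMIs came from the epithelial/tumour-like class, with 825 of 1212 in control and 431 of 637 in knockout, where the level went from 6.93 to 4.77 CPM. The tumour cells were implanted and would not carry the deletion of the mice. The fall in this class and over all kept cells therefore does not check the genotype. In the fibroblast-like class Porcn rose from 8.83 CPM (6.41 to 11.8) to 15.2 CPM (12.4 to 18.3).

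The next comparison asked how the cell classes were represented. Leukocyte-like cells made up 10.1% of kept control cells (9.53 to 10.6) and 33.6% of kept knockout cells (32.7 to 34.5), a ratio of 3.34 (3.12 to 3.57). The strict cell filter moved that ratio most, to 4.97, and naming each cell from its own markers lowered it to 2.62. T-like cells rose from 190 to 1627, or from 1.65% (1.43 to 1.90) to 15.5% (14.9 to 16.2), a ratio of 9.42 (8.10 to 11). As a share of leukocyte-like cells they rose from 16.4% (14.3 to 18.6) to 46.2% (44.6 to 47.9), the alternative that moved the T ratio most, to 2.82. NK-like cells went from 37 to 236, or from 0.321% to 2.25%, a ratio of 7.02 (4.95 to 10.2). B-like cells numbered 8 in the control library (0.0695%; 0.0300 to 0.137) and 448 in the knockout library (4.28%; 3.90 to 4.69), a ratio of 61.6 (31.0 to 144). This class was made almost wholly of 1 library and the control library had no B-like cluster when clustered alone. Plasma-like cells went from 54 to 196, a ratio of 3.99 (2.94 to 5.50).

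Myeloid classes did not all move in the same direction. Monocyte/macrophage-like cells were 4.34% of kept cells in control (3.98 to 4.73) and 5.31% in knockout (4.89 to 5.76). Among leukocyte-like cells they fell from 43.1% (40.2 to 46.0) to 15.8% (14.6 to 17.0), so the direction depended on the denominator. Neutrophil-like cells fell from 2.54% (2.26 to 2.84) to 1.77% (1.52 to 2.04) of kept cells, and from 25.2% to 5.26% of leukocyte-like cells. The cDC1-like class rose from 54 to 115 cells, a ratio of 2.34 (1.68 to 3.30), but fell from 4.66% to 3.27% of leukocyte-like cells. Migratory DC-like cells rose from 18 to 71, a ratio of 4.34 (2.56 to 7.74). The cDC2-like class rose from 7 to 85 cells, a ratio of 13.4 (6.21 to 34.2). That cluster also carried monocyte markers and was not named under 3 of the 8 alternatives.

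Epithelial/tumour-like cells fell from 63.4% (62.5 to 64.2) to 49.7% (48.7 to 50.7). A pair of clusters whose best class was epithelial/tumour stayed unnamed under the marker rule and held 18.7% of control and 5.83% of knockout cells. With them the class fell from 82.1% to 55.5%. Fibroblast-like cells rose from 407 to 716, a ratio of 1.94 (1.71 to 2.19), and acinar-like cells from 35 to 298, a ratio of 9.37 (6.59 to 13.7). Knockout acinar-like cells held Krt19, a marker that named the epithelial/tumour class, at 2283 CPM, against 2142 CPM in the epithelial/tumour-like class. Endothelial-like cells fell from 53 to 24, a ratio of 0.498 (0.294 to 0.821), and pericyte/smooth muscle-like cells from 54 to 9, a ratio of 0.183 (0.0796 to 0.374). An unnamed cluster with mesothelial and fibroblast markers fell from 2.28% to 0.449%. The remaining unnamed cells were 0.773% of control and 0.401% of knockout cells. A cluster mostly of 1 library may be a feature of that library.

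**Figure D1:**
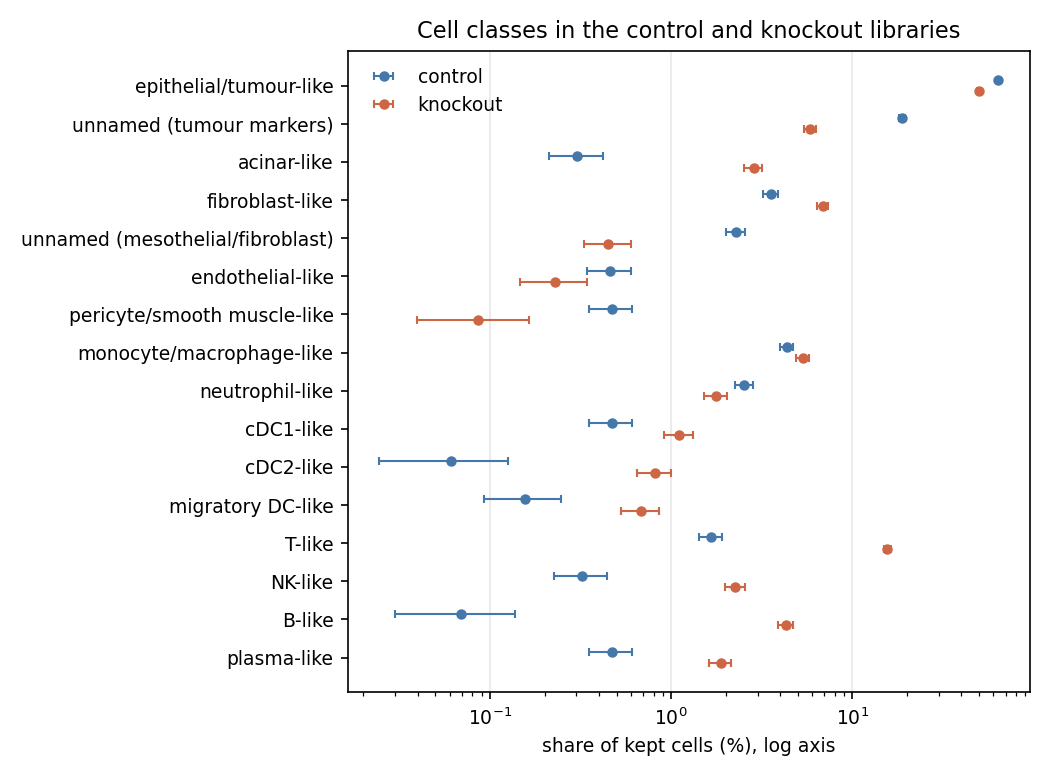
Share of kept cells per class on a log axis, in percent, for the control library (blue) and the knockout library (red), with exact 95% intervals for counting error. T-like cells were 1.65% in control and 15.5% in knockout, and neutrophil-like cells 2.54% and 1.77%.

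Within the T-like class, marker shares were read after thinning each cell to 1000 UMIs, since median depth was 2794.5 UMIs in control and 3340 in knockout. This left 181 control cells and 1592 knockout cells, with 9 and 35 left out. Cd8a, Cd8b1, Cd4 and Foxp3 were also among the markers that named the class. Cells with a UMI of Cd8a or Cd8b1 were 49.2% in control (41.7 to 56.7) and 34.4% in knockout (32.1 to 36.8). Without thinning these shares were 60.5% and 46.1%, and thinning to 2000 UMIs moved the control share most, to 62.7%. Cd4 was seen in 7.73% of control cells (4.29 to 12.6) and 11.1% of knockout cells (9.56 to 12.7), a difference within counting error. The unthinned Cd4 shares were 14.7% and 27.0%. Foxp3 was seen in 2.76% (0.903 to 6.33) and 5.09% (4.06 to 6.28), with overlapping intervals. After thinning to 2000 UMIs its shares were 1.49% (0.181 to 5.29) and 7.93% (6.54 to 9.50), and unthinned they were 3.68% (1.49 to 7.44) and 13% (11.4 to 14.8), with intervals apart in both. Pdcd1 was seen in 19.3% (13.9 to 25.9) and 14.3% (12.6 to 16.1), and Gzmb in 22.1% (16.3 to 28.9) and 18.1% (16.2 to 20.1), with overlapping intervals for both. After thinning to 2000 UMIs the Pdcd1 shares were 42.5% (34.0 to 51.4) and 25.6% (23.3 to 28.0), with intervals apart. Unthinned shares were 47.9% and 37.1% for Pdcd1 and 26.8% and 31.4% for Gzmb. In monocyte/macrophage-like cells, with median depths of 2773.5 and 3981 UMIs, Cd8a or Cd8b1 was seen in 0 of 486 control cells and in 0.184% of 544 knockout cells. Cd4 was seen there in 0.617% and 0 cells, Gzmb in 0 and 0.368%, and Foxp3 in 0 of either, which allows up to 0.756% and 0.676%. Because the T-like class grew, cells with Cd8a or Cd8b1 rose from 0.773% to 5.24% of all kept cells after thinning.

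**Figure D2:**
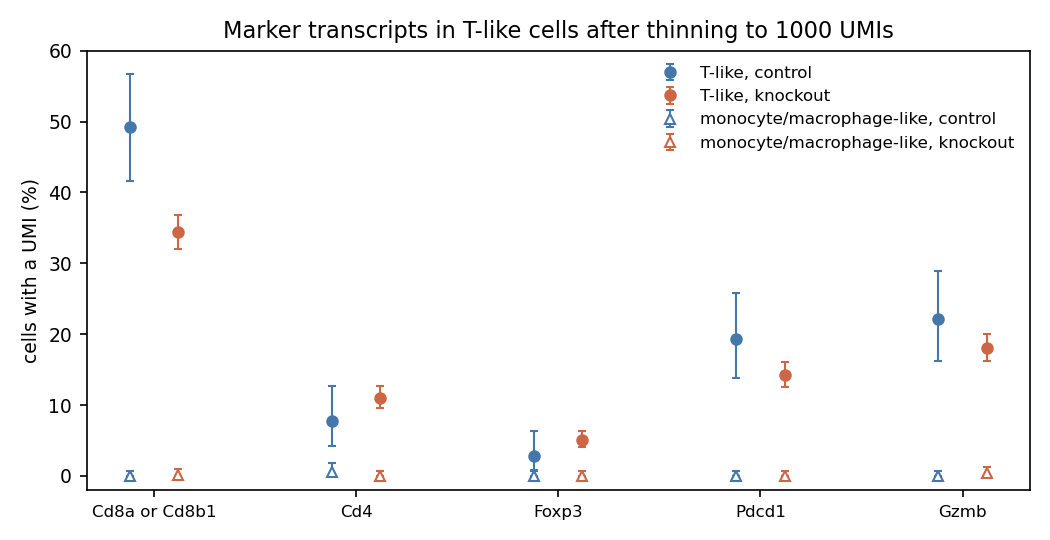
Percent of T-like cells (filled circles) and monocyte/macrophage-like cells (open triangles) with a UMI of each marker after thinning to 1000 UMIs, for control (blue) and knockout (red), with exact 95% intervals. Cd8a or Cd8b1 was seen in 49.2% of control and 34.4% of knockout T-like cells, against 0 and 0.184% in monocyte/macrophage-like cells.

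Wnt ligand transcripts were counted per class, since the knockout was meant to stop their secretion rather than their transcription. The sum of the 19 ligands was highest in fibroblast-like cells, at 327 CPM (311 to 343) in control and 283 CPM (271 to 296) in knockout. In the epithelial/tumour-like class it fell from 119 (117 to 121) to 86.9 CPM (85.0 to 88.9), a ratio of 0.729, and adding the unnamed clusters with tumour markers moved this ratio most, to 0.681. Monocyte/macrophage-like cells had 20 ligand UMIs in control and 10 in knockout, or 9.01 CPM (5.50 to 13.9) and 3.58 CPM (1.72 to 6.59). That is under 10% of the epithelial/tumour-like level in each library, a level that free RNA from other cells can reach. T-like cells had 12.1 CPM in each library. In the epithelial/tumour-like class Wnt4 fell from 35.1 to 12.4 CPM, Wnt7b from 29.9 to 23.2, and Wnt10a from 13 to 9.30, while Wnt5a went from 37.3 (36.2 to 38.4) to 38.5 (37.2 to 39.8). In fibroblast-like cells Wnt2 fell from 65.8 to 25.4 CPM, Wnt4 went from 172 to 163, and Wnt5a rose from 35.1 to 55.1. The Wnt target Axin2 stood at 2.13 and 1.78 CPM in the epithelial/tumour-like class and at 24.7 and 29.5 in fibroblast-like cells, with overlapping intervals in both. Rnf43 fell from 8.68 to 3.69 CPM in the epithelial/tumour-like class. Among T-like cells Lef1 rose from 75.5 to 188 CPM, Tcf7 from 69.4 to 137 and Axin2 from 1.51 to 11.2, the last with 1 control UMI. Rnf43 fell there from 43.8 to 24.6 CPM, Cd44 from 309 to 176 and Ccnd1 from 28.7 to 10.6. Of the 8 Wnt target genes with at least 20 UMIs in that class, 4 were higher and 4 lower in the knockout library.

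**Figure D3:**
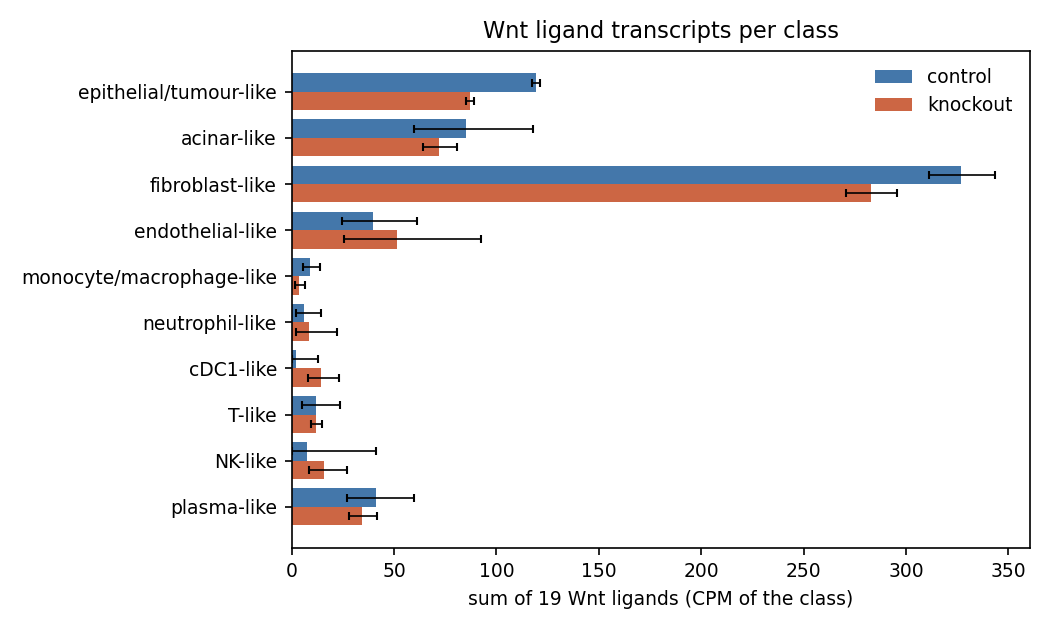
UMIs of the 19 Wnt ligands together, as CPM of each class, in the control (blue) and knockout (red) libraries, with exact Poisson 95% intervals. Fibroblast-like cells stood at 327 and 283 CPM and monocyte/macrophage-like cells at 9.01 and 3.58.

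The fixed gene lists were compared in the 5 classes with at least 100 cells in each library. Of 82 list values, 40 lay above, 18 below and 24 inside the middle 95% of matched random lists. Some lists share genes, so these values are not independent of each other. The median log2 ratio of all genes was between -0.05 and 0.06 in the 5 classes. The type I interferon list was higher in the knockout library in 4 classes, with medians of 0.73 in epithelial/tumour-like, 1.39 in monocyte/macrophage-like, 1.79 in neutrophil-like and 0.55 in T-like cells. In T-like cells 4 of its 15 genes passed the free RNA rule, with a median of 0.36. In fibroblast-like cells its median was -0.31, at percentile 0.15. The strict cell filter moved the neutrophil value most, to 3.24, with 74 and 44 cells left, and averaging over cells lowered it to 1.31. The interferon gamma list had medians of 0.25, 0.44, 1.49 and 0.18 in the same 4 classes and -0.40 in fibroblast-like cells, and averaging over cells turned the T-like value to 0.00. MHC class I genes had medians of 0.16 in epithelial/tumour-like, 0.25 in monocyte/macrophage-like and 1.07 in neutrophil-like cells, and lay inside the random lists in fibroblast-like (-0.08) and T-like cells (-0.03). MHC class II genes rose in epithelial/tumour-like (0.28) and monocyte/macrophage-like cells (0.35). Their values of 2.69 in neutrophil-like, 0.84 in T-like and -0.44 in fibroblast-like cells rested on 0 genes that passed the free RNA rule.

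In monocyte/macrophage-like cells M2-type genes fell, with a median of -0.54, and 6 of the 12 listed genes were markers that named the class. Without these markers the median was -0.61 over 5 genes. The M2-type list was also under its random lists in T-like (-1.15), fibroblast-like (-0.67) and epithelial/tumour-like cells (-0.48). There 3, 2 and 3 of its genes passed the free RNA rule. In neutrophil-like cells it lay inside the random lists, at 0.47. In monocyte/macrophage-like cells M1-type genes rose by a median of 0.44, T cell attracting chemokines by 1.14 and dendritic cell maturation genes by 0.71. Of these lists 8 of 12, 5 of 7 and 4 of 10 genes were also in other lists, so the rises are not separate evidence. The proliferation list had a median of -0.88 in monocyte/macrophage-like, of -1.81 in fibroblast-like and -0.60 in neutrophil-like cells. The monocyte/macrophage value became -0.28 with each cell named from its own markers, and -1.18 over genes with at least 100 UMIs. In fibroblast-like cells 4 of the 10 genes passed the free RNA rule, with a median of -1.31. Tumour transcripts were higher in the control fibroblast-like cells, with Cdkn2a at 100 and 35.3 CPM and Krt19 at 149 and 70.2. RNA of tumour cells thus stays open as a part of that fall. In epithelial/tumour-like cells the proliferation list lay inside the random lists at -0.13 and was positive under 4 alternatives, up to 0.53 with the strict filter. In T-like cells the cytotoxicity list fell, with a median of -0.96, which averaging over cells moved to -0.38. The exhaustion list had a median of -0.45, or -0.53 without the 1 gene that was a marker of the class, and the naive list rose, with a median of 0.95. The T cell lists were also higher in epithelial/tumour-like and fibroblast-like cells, where 0 or 1 of their genes passed the free RNA rule. The cytotoxicity list was higher in monocyte/macrophage-like (1.15) and neutrophil-like cells (1.80) too, where 1 and 3 genes passed it. In fibroblast-like cells myofibroblastic genes had a median of -0.92 and inflammatory genes of -0.57. Naming each cell from its own markers moved these medians most, to -0.60 and -0.16. Each of these lists held 2 markers of the class, without which the reported medians were -1.0 and -0.64. The hypoxia list had medians of -0.71 in fibroblast-like and 0.15 in epithelial/tumour-like cells. Dissociation stress genes rose in 4 classes, by 0.47 in epithelial/tumour-like (0.06 with tumour clusters weighted alike in both libraries), 0.50 in monocyte/macrophage-like, 0.63 in neutrophil-like and 0.66 in T-like cells. Wnt target genes lay inside the random lists in each class where they were read, with medians of -0.10 in epithelial/tumour-like, 0.01 in fibroblast-like, -0.23 in monocyte/macrophage-like and -0.01 in T-like cells. The Wnt ligand list had a median of -0.65 in fibroblast-like cells and of -0.20, inside the random lists, in epithelial/tumour-like cells. With tumour clusters weighted alike the latter was -0.42, under its random lists (-0.21 to 0.20), and with the loose cell filter it was -0.39. Xist was seen in 0 thinned leukocyte-like cells of either library, and a Y-linked gene in 18.2% of control and 20.8% of knockout cells.

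**Figure D4:**
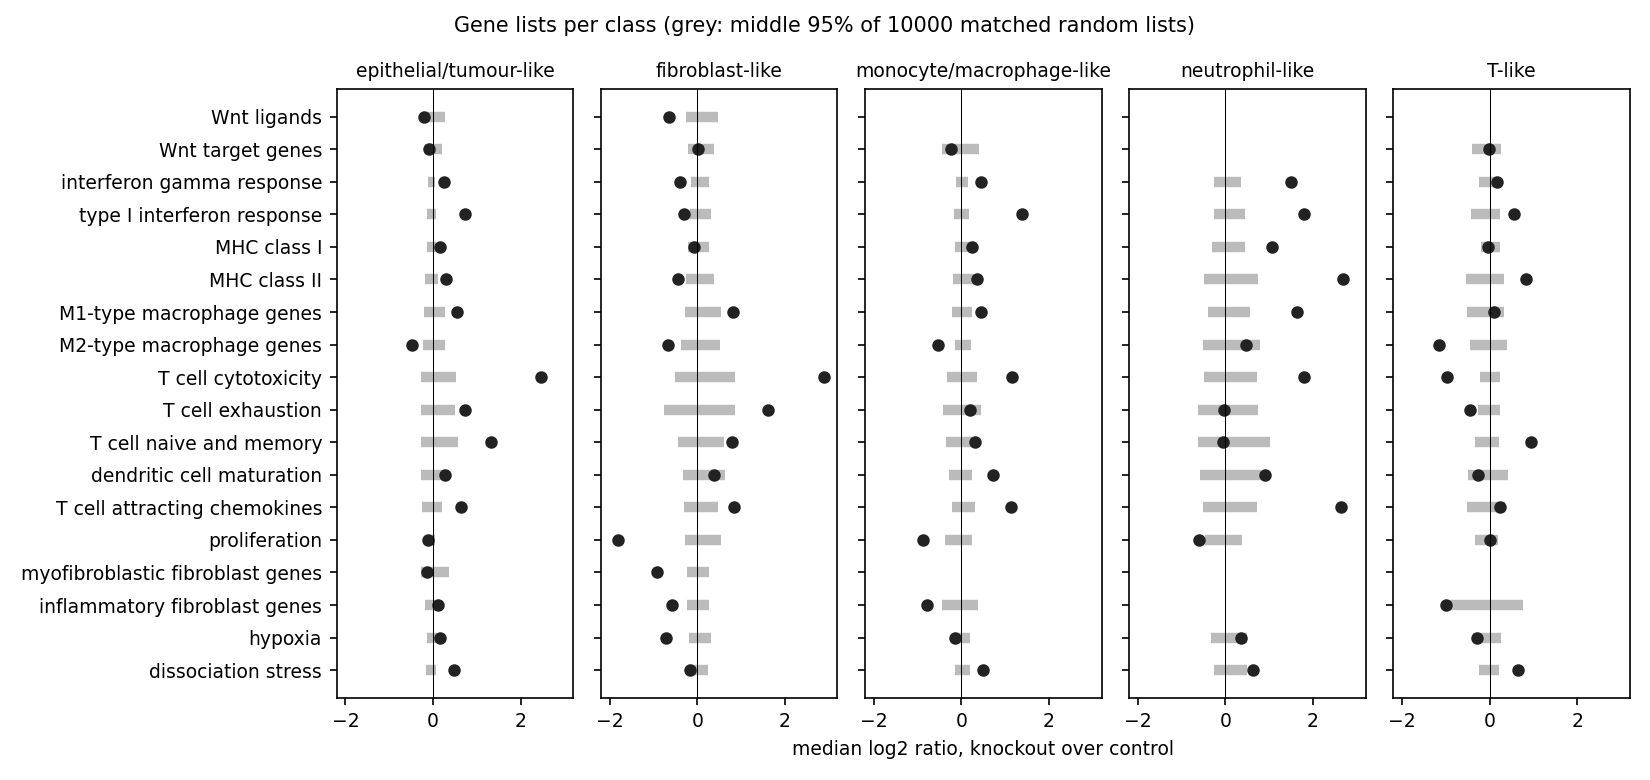
Median log2 ratio, knockout over control, of each gene list (points) in 5 classes, with the middle 95% of 10000 matched random lists in grey. The type I interferon list lay at 1.39 in monocyte/macrophage-like cells and at -0.31 in fibroblast-like cells.

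Single genes were named by the fixed rule. In monocyte/macrophage-like cells the largest rise was that of Ly6c2 (ENSMUSG00000022584, chromosome 15, 75108158 to 75111970), a marker of the class, from 77.0 to 398 CPM, a log2 ratio of 2.36 (2.14 to 2.61). Ifi44, Ly6i, Gm15056 and Apoc2 followed, with log2 ratios from 2.09 to 2.33. The largest fall was that of Ctsk (ENSMUSG00000028111), from 108 to 18.3 CPM, a log2 ratio of -2.54 (-3.02 to -2.12), which Leiden resolution 0.5 moved to -3.06 and averaging over cells to -1.94. Gm12703, Saa3, Cxcl3 and Sox4 fell too, with log2 ratios from -2.21 to -2.07. Saa3 was seen in 9.2% of control and 4.14% of knockout cells of the class. It was the leading gene of the unnamed cluster with mesothelial and fibroblast markers, which fell from 2.28% to 0.449% of kept cells. The free RNA rule did not cover that cluster, so its free RNA stays open for Saa3. In neutrophil-like cells Gbp2b (ENSMUSG00000040264, chromosome 3, 142594847 to 142619179) rose from 3 to 99 UMIs, a log2 ratio of 5.44 (4.25 to 8.14), followed by Hspa1b, Ifi204, Cxcl10 and Hspa1a, between 2.63 and 3.26, of which the Hspa1 genes are also on the stress list. Dach1 (-2.11), Fpr1, Slpi, Abca13 and Ms4a3 (-1.78) fell. A neutrophil-like cluster led by S100a9, Camp, S100a8 and Ngp had 41 control and 6 knockout cells. Its median depth was 7131 UMIs, against 1751.5 and 1687.5 in the other neutrophil-like clusters. It weighed more on the control sums, so a changed mix of clusters stays open for these falls and was not tested.

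In T-like cells Ccl3 (ENSMUSG00000000982, chromosome 11, 83647844 to 83649355) fell from 2545 to 324 CPM, a log2 ratio of -2.97 (-3.06 to -2.88) that averaging over cells moved to -1.63, and Gm11290, Sema6d, Stxbp4 and Nrgn had log2 ratios from -2.09 to -1.90. Klf2 (ENSMUSG00000055148, chromosome 8, 72319033 to 72321656) rose from 30.2 to 190 CPM, a log2 ratio of 2.58 (2.02 to 3.37). Trat1, a marker of the class, had 2 control UMIs and a log2 ratio of 3.0 (1.71 to 6.64). Aig1, Trim21 and Rflnb, with 3, 1 and 1 control UMIs, had log2 ratios of 2.57 (1.41 to 5.27), 2.48 (0.96 to 8.78) and 2.48 (0.96 to 8.78).

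In epithelial/tumour-like cells Ins2 (ENSMUSG00000000215) had the highest log2 ratio, 2.31, and 99.3% of its UMIs lay in 6 cells. Ifi206 (ENSMUSG00000037849, chromosome 1, 173468485 to 173491041) rose from 5.09 to 18.3 CPM, a log2 ratio of 1.85 (1.71 to 1.98), and Gm10701, Atp2c2 and Ifi27l2a between 1.37 and 1.53. Fjx1 (ENSMUSG00000075012) fell from 15.3 to 2.96 CPM, a log2 ratio of -2.36 (-2.55 to -2.18). Dmbt1, Crisp1, Syt8 and Prom1 had log2 ratios from -1.98 to -1.75, and with tumour clusters weighted alike in both libraries the 5 falls were between -0.86 and -1.49. Leaving out the duct-like cluster moved Dmbt1 to -2.44, and naming each cell from its own markers to -1.74. In fibroblast-like cells Tbx15 (ENSMUSG00000027868, chromosome 3, 99240381 to 99354259) fell from 123 to 6 UMIs, a log2 ratio of -4.65 (-6.33 to -3.70), or -3.59 with doublets kept. Akr1c18, Lrrc15, Prg4 and Mmp27 had log2 ratios from -4.62 to -2.89. Rgs6 rose from 9 to 150 UMIs, a log2 ratio of 3.42 (2.59 to 4.71), and Scel, P2ry14, 2600014E21Rik and Cfi between 2.57 and 2.84.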

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

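The tests of free RNA or depth moving all classes alike, of free T cell RNA or doublets, and of a changed mix of clusters were chosen only after the result was seen.

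For 7 gene lists the classes moved in opposite directions, each outside its matched random lists. Whether the classes differ was not tested, since each group had 1 library and cells are not replicates.

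The interferon gamma list rose in neutrophil-like cells (1.49) and fell in fibroblast-like cells (-0.40), a difference of 1.88 on the log2 scale. For the type I interferon list the difference was 2.10, between 1.79 and -0.31, and for MHC class II genes it was 3.13, between 2.69 and -0.44. Whether free RNA or depth moved all classes alike is not decided by the fibroblast type I interferon median of -0.31 (matched random lists -0.17 to 0.32), since that median is part of what was flagged. A shift shared in part was tested as the correlation of log2 ratios across genes between tumour, neutrophil and T-like classes. Its median was 0.14 (0.19 for tumour with neutrophil, 0.14 for tumour with T and 0.0983 for neutrophil with T), across genes that are not independent replicates. Without the genes of the lists these 3 correlations were 0.13, 0.13 and 0.026. A shared shift and responses shared by the classes cannot be told apart with 1 library per group. A difference in dissociation stress stays open, since its list rose in 4 of 5 classes, with fibroblast-like cells as the exception. The fibroblast side may depend on the handling of doublets: with doublets kept its medians were -0.057 and -0.043 for the interferon lists and 0.068 for MHC class II. The MHC class II genes passed the free RNA rule in neither class (0 genes), so that transcripts of other cells stay open there. With the 2 neutrophil clusters of at least 10 cells per library weighted alike, medians were 0.91 for type I interferon and 0.72 for interferon gamma. A changed share of these clusters thus leaves part of the rise. A further neutrophil cluster, with 41 control and 6 knockout cells, was left out of this weighting, and a changed mix within clusters was not tested. An effect of the genotype stays open, as untested.

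The T cell cytotoxicity list was higher in fibroblast-like cells (2.91) and lower in T-like cells (-0.96), a difference of 3.87. For the exhaustion list the difference was 2.07, between 1.63 and -0.45. In fibroblast-like cells 0 genes of either list passed the free RNA rule. T cell receptor complex UMIs in the epithelial/tumour-like class rose 4.82-fold (4.15 to 5.61), against 11.9-fold in the library as a whole, with 821 UMIs in the knockout class. Free T cell RNA or T cell doublets may therefore carry the rise in epithelial/tumour-like cells, and were not tested in this way in fibroblast-like cells. The cytotoxicity list was also higher in monocyte/macrophage-like (1.15) and neutrophil-like cells (1.80). In neutrophil-like cells 3 of its genes passed the free RNA rule, with a median of 1.80, so the rise there stays unexplained. On the T side a changed mix of T cell clusters was tested by weighting clusters alike in both libraries. The cytotoxicity median stayed at -0.90, which argues against changed shares of these clusters as the whole cause, but averaged over cells it was -0.38. A changed mix of cells within the clusters was not tested. The naive list kept a median of 0.40, and the exhaustion median shrank to -0.24, at percentile 2.76 of matched random lists. A difference between the genotypes in the T cells stays open, as untested.

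Inflammatory fibroblast genes were higher in epithelial/tumour-like cells (0.12) and lower in T-like cells (-0.99), a difference of 1.11. The epithelial/tumour value became -0.074 with doublets kept. The T-like value rested on 5 genes, of which 0 passed the free RNA rule. It became 0.22 when cells were named from their own markers, so the T side may be RNA of other cells. Neither the epithelial/tumour nor the T-like value kept its direction under every alternative. The list was also lower in fibroblast-like (-0.57) and monocyte/macrophage-like cells (-0.79), where 12 and 4 genes passed the free RNA rule. Without the markers of these classes the medians were -0.64 and -1.07. Both stayed negative under every alternative, at the weakest -0.16 and -0.18. The hypoxia list was higher in epithelial/tumour-like cells (0.15) and lower in fibroblast-like cells (-0.71), a difference of 0.86. With doublets kept the fibroblast hypoxia value was -0.41. No explanation of its own was tested for hypoxia.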

How the results depend on the processing

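No paired analysis was possible, because each group had 1 library and the libraries share no animals. A pair of alternatives, with the unnamed clusters of tumour markers and without the duct-like cluster, was chosen after seeing the data. Where a value changed, the cause was not tested, except where the sentence names it.

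Directions for leukocyte-like, T-like, NK-like, B-like and epithelial/tumour-like shares held under every alternative that gave a value. All 33 alternative values of the Porcn ratios stayed within counting error of those reported, from 0.624 to 0.696 over all kept cells and from 0.328 to 0.488 in monocyte/macrophage-like cells. For class shares 79 alternative values stayed within counting error, 25 moved and 2 reversed. Shares of T-like cells with Cd8a or Cd8b1, Cd4 or Foxp3 stayed in 38 cases and moved in 10. Pdcd1 and Gzmb were not part of this tally. After thinning to 2000 UMIs the Pdcd1 shares moved to 42.5% in control and 25.6% in knockout, and the knockout Gzmb share to 27.6%, all beyond counting error. The control Gzmb share of 28.4% stayed within it. For the Wnt target, interferon, MHC class I, macrophage and T cell lists in the classes they are about, medians stayed in 139 cases and moved in 48, and sums of Wnt ligands stayed in 16 and moved in 10. Of 114 other results 77 changed beyond counting error, and for 8 of these a direction that was itself beyond counting error reversed.

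With the loose filter the leukocyte ratio was 3.06 and the epithelial/tumour ratio 0.847. In epithelial/tumour-like cells the medians were then -0.14 for Wnt targets, 0.23 for interferon gamma, 0.68 for type I interferon and 0.13 for MHC class I. With the strict filter the ratios were 4.97 for leukocytes, 0.710 for epithelial/tumour, 1.78 for monocyte/macrophage, 11.6 for T and 201 (55.1 to 1663) for B, with 2 control and 351 knockout cells left in the B-like class. Scrublet called 0 doublets in the control library under that filter, so doublets were in effect removed from the knockout library alone. The epithelial/tumour medians were 0.27 for interferon gamma and 0.82 for type I interferon, and proliferation reversed to 0.53. In neutrophils they were 2.08 and 3.24, with 74 and 44 cells left, and the sums of Wnt ligands had ratios of 0.707 in epithelial/tumour and 0.932 in fibroblast.

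With the class per cell from its own markers the ratios were 2.62 for leukocytes, 0.687 for epithelial/tumour, 1.23 for fibroblast, 2.29 for cDC2, 2.09 for migratory DC and 2.29 for plasma. The epithelial/tumour medians were -0.15 for Wnt targets, 0.31 for interferon gamma, 0.82 for type I interferon and 0.20 for MHC class I, and proliferation reversed to 0.0096. Fibroblast medians were -0.54 for Wnt targets, -0.71 for interferon gamma and -0.46 for type I interferon. In monocyte/macrophage-like cells they were -0.69 for Wnt targets, 0.31 for interferon gamma, 0.91 for M1-type and -0.29 for M2-type genes. M2-type genes in neutrophils reversed to -0.33 and inflammatory fibroblast genes in T-like cells to 0.22. The Wnt ligand ratios were 0.682 in epithelial/tumour and 0.695 in fibroblast.

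At Leiden resolution 0.5 the epithelial/tumour ratio was 0.696, with medians of 0.30 for interferon gamma, 0.82 for type I interferon and 0.20 for MHC class I, and a Wnt ligand ratio of 0.691. Type I interferon in monocyte/macrophage-like cells was 1.48. At resolution 2 these were 0.730, 0.29, 0.80, 0.19 and 0.695 for epithelial/tumour. With doublets kept they were 0.749 for the share, -0.14 for Wnt targets, 0.22 for interferon gamma, 0.13 for MHC class I and 0.703 for the Wnt ligand ratio, and proliferation reversed to 0.42. In fibroblast-like cells interferon gamma was -0.057 and type I interferon -0.043, and MHC class I reversed to 0.10 and MHC class II to 0.068. With each library clustered alone the epithelial/tumour ratio was 0.634 and the acinar ratio 3.06.

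With leukocytes as the denominator monocyte/macrophage reversed to 0.367 and cDC1 to 0.702, because the leukocyte total itself rose 3.34-fold. The others were 0.209 for neutrophil, 4.0 for cDC2, 1.30 for migratory DC, 2.82 for T, 2.10 for NK, 18.5 for B and 1.20 for plasma. After thinning to 2000 UMIs Cd8a or Cd8b1 was seen in 62.7% of control and 43.9% of knockout T-like cells, Cd4 in 17.2% and 18.6%, and Foxp3 in 1.49% and 7.93%. Without thinning these were 60.5%, 46.1%, 14.7%, 27.0%, 3.68% and 13%. More UMIs per cell show more genes by construction, and thinning to 2000 UMIs also left out 56 control and 277 knockout cells.

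With the unnamed clusters of tumour markers the epithelial/tumour medians were -0.14 for Wnt targets, 0.32 for interferon gamma, 0.86 for type I interferon and 0.20 for MHC class I. Proliferation reversed to 0.033 and the Wnt ligand ratio was 0.681. Without the duct-like cluster the Wnt target median was -0.16. Scaled by the median gene ratio the epithelial/tumour medians were -0.049 for Wnt targets, 0.30 for interferon gamma, 0.78 for type I interferon and 0.21 for MHC class I, and the Wnt ligand ratio was 0.756.

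With the mean over cells interferon gamma and type I interferon medians were 0.23 and 0.68 in epithelial/tumour and 1.22 and 1.31 in neutrophil. Interferon gamma was -0.21 in fibroblast and reversed to -0.0050 in T-like cells. M1-type and M2-type genes in monocyte/macrophage were 0.20 and -0.72, T cell cytotoxicity in T-like cells was -0.38, Ccl3 there was -1.63, Ctsk in monocyte/macrophage was -1.94, and the fibroblast Wnt ligand ratio was 0.953. With genes of at least 100 UMIs M1-type genes in fibroblast reversed to -0.17 and T cell attracting chemokines to -0.53.

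Some classes gave no value under an alternative because no cluster took their name in 1 or both libraries. These were acinar and endothelial at resolution 0.5, and cDC2 at resolution 2, with the strict filter and with each library clustered alone. B, endothelial and pericyte/smooth muscle had none with each library clustered alone. Depth limits what Porcn can show in monocyte/macrophage-like cells, which held 6 and 3 UMIs. It also limits B-like cells, of which the control library had 8.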

Other observations

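The tests of sex mix, a library-wide shift, dissociation stress and lymph node stroma genes were chosen before the data were examined. All other tests here were chosen only after the result was seen. For the stroma genes, the gene set was revised because Ccl19 is absent from the matrices, and the demand that most of the genes rise was added after their values were seen.

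The sex of the mice is not given per library. A Y-linked UMI was seen in 18.2% of 1118 thinned control leukocyte-like cells (15.9 to 20.5) and in 20.8% of 3460 knockout cells (19.4 to 22.2). These intervals overlap, but each value lies just outside the interval of the other. Xist was seen in 0 cells of either library, which allows up to 0.329% and 0.107% of cells. Female cells would carry Xist, so different mixes of male and female mice are argued against.

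The B-like and T-like rise may come from lymph node tissue in the knockout pool. UMIs of 4 lymph node stroma genes, Ccl21a, Cxcl13, Madcam1 and Glycam1, took a 1.42-fold larger share of the knockout library (1.33 to 1.51). Of these genes 1 of 4 rose, namely Ccl21a, from 1.88 to 9.59 CPM, and it lay mostly in endothelial-like cells, at 592 and 5701 CPM. Cxcl13 fell from 9.26 to 6.40 CPM, and Madcam1 and Glycam1 had 18 and 6 UMIs in control and 6 and 0 in knockout. Few stroma cells survive dissociation, and lymphatic vessels also express Ccl21a, so for the B-like cells lymph node tissue and a rise within the tumour cannot be told apart. For T cells with Cd8a or Cd8b1 and Pdcd1, which lymph nodes would bring in small numbers, the share of all kept cells rose 7.38-fold (4.41 to 13.1) after thinning. This argues against lymph node tissue as the whole cause of the T cell rise.

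Fewer tumour cells with every other class unchanged would raise every other class by the same factor. The neutrophil-like share instead changed to 0.697 of its control value (0.577 to 0.841), while T-like cells rose 9.42-fold. A lower share of tumour cells alone is therefore argued against. A difference in tumour size, in dissociation or in how cells were enriched may still contribute and was not tested. The labels give no tumour weights.

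The acinar-like cells might be host acinar cells from the pancreas around the tumour. They had 3.92 CPM of the Y-linked gene Ddx3y in the knockout library (2.24 to 6.36), against at least 36.7 CPM in the host classes looked at there. Their tumour genes stood at the level of the epithelial/tumour-like class, with Cdkn2a at 365 and 362 CPM and Krt19, a naming marker of that class, at 2283 and 2142. This argues against host acinar cells as the main content of the cluster. Tumour cells with acinar transcripts, doublets of tumour and acinar cells, and tumour cells that took up acinar RNA stay open. Free acinar RNA was tested in the other classes. In 5 of 5 classes acinar UMIs were higher in the knockout library, by 63.7 to 191 CPM, as free acinar RNA in the knockout pool would give.

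In epithelial/tumour-like cells the higher type I interferon list was tested against a changed mix of tumour clusters. With clusters weighted alike its median was 0.31, above its matched random lists (-0.10 to 0.04), and 10 of 11 clusters had a median above 0. Changed shares of these clusters may thus account for part of the reported 0.73 but not all of it. The clusters themselves follow some genes of this list, among them Ifit3 and Ifit1. A changed mix of cells within the clusters was not tested and stays open. Free RNA of other cells' interferon genes was tested with the 14 genes that passed the free RNA rule, whose median was 0.67, so it is argued against as the whole cause. The 5 genes that fell most there, Fjx1, Dmbt1, Crisp1, Syt8 and Prom1, had log2 ratios of -0.86 to -1.49 with clusters weighted alike, so the smallest fall was under 1 on the log2 scale. A changed mix and a fall within clusters cannot be told apart for these genes, since the clusters themselves follow such genes. Ins2 UMIs lay to 99.3% in 6 cells, 1 in control and 5 in knockout. The reported ratio thus rests on these 6 cells. Without them Ins2 stood at 1.61 and 7.03 CPM, a ratio of 4.35 (3.70 to 5.14). This low remaining level is a separate quantity and does not argue against the 6 cells as the cause of the reported ratio. Free RNA of endocrine cells stays open for the rest and was not tested.

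In monocyte/macrophage-like cells a changed mix of clusters was tested in the same way. With 4 clusters weighted alike the M2-type median was -0.46 and the type I interferon median 0.64, both outside their matched random lists. Changed shares of these 4 clusters are thus argued against as the whole cause. A changed mix of cells within the clusters was not tested and stays open. The M2-type list was also lower in T-like, fibroblast-like and epithelial/tumour-like cells, so its fall was not seen in this class alone. The M1-type median was 0.28, at percentile 99.45. The interferon gamma median shrank to 0.10, at percentile 90.2, so its rise may reflect the mix. A hypothesis left by these values is that the remaining monocytes and macrophages had a stronger type I interferon response in the knockout pool. Dissociation stress (4 of 5 classes higher) and a library-wide shift (median correlation 0.14) stay open beside it. Porcn counts do not check the deletion in this class, since they were low and 3′ reads can still count transcripts of a recombined allele.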
